# COX-2/PGE2 upregulation contributes to the chromosome 17p-deleted lymphoma

**DOI:** 10.1038/s41389-023-00451-9

**Published:** 2023-02-07

**Authors:** Lu Qi, Xiangyu Pan, Xuelan Chen, Pengpeng Liu, Mei Chen, Qi Zhang, Xiaohang Hang, Minghai Tang, Dan Wen, Lunzhi Dai, Chong Chen, Yu Liu, Zhengmin Xu

**Keywords:** Cancer metabolism, Cancer genetics

## Abstract

Deletions of chromosome 17p, where *TP53* gene locates, are the most frequent chromosome alterations in human cancers and associated with poor outcomes in patients. Our previous work suggested that there were *p53*–independent mechanisms involved in chromosome 17p deletions-driven cancers. Here, we report that altered arachidonate metabolism, due to the deficiency of mouse *Alox8* on chromosome 11B3 (homologous to human *ALOX15B* on chromosome 17p), contributes to the B cell malignancy. While the metabolites produced from lipoxygenase pathway reduced, chromosome 11B3 deletions or *Alox8* loss, lead to upregulating its paralleling cyclooxygenase pathway, indicated by the increased levels of oncometabolite prostaglandin E2. Ectopic PGE2 prevented the apoptosis and differentiation of pre-B cells. Further studies revealed that *Alox8* deficiency dramatically and specifically induced *Cox-2(Ptgs2)* gene expression. Repressing *Cox-2* by its shRNAs impaired the tumorigenesis driven by *Alox8* loss. And, in turn, tumor cells with *Alox8* or 11B3 loss were sensitive to the COX-2 inhibitor celecoxib. This correlation between COX-2 upregulation and chromosome 17p deletions was consistent in human B-cell lymphomas. Hence, our studies reveal that the arachidonate metabolism abnormality with unbalanced ALOX and COX pathways underlies human cancers with 17p deletions and suggest new susceptibility for this disease.

## Introduction

Chromosome 17p is the most frequent deleted chromosome region in various human cancers, and is often associated with drug resistance and short survival [1, 2]. In lymphoid malignancies, chromosome 17p deletions (del(17p)) occur in 10-20% non-Hodgkin’s lymphoma like diffused large B-cell lymphoma (DLBCL) or mantle lymphoma, and 5-10% chronic lymphocytic leukemia [1, 3, 4]. Although del(17p) has been observed and widely used as a diagnostic marker in human cancers decades ago, its functional roles and potential underlying mechanisms are still unclear. With a conditional knockout mouse model of chromosome 11B3, the syntenic region in mice to human chromosome 17p13.1 and containing >100 coding genes, we showed that del(17p), as a whole, could promote tumorigenesis in multiple tumor models more than *p53* loss itself [2]. These results suggested that besides *TP53*, additional tumor suppressor genes (TSGs) would be in this region.

Recently, our work and others’ have shown that *PHF23*, *EIF5A*, *KCTD11*, *MAP2K4* and *HIC1* would be putative TSGs on chromosome 17p [5–8]. To better understand the tumor suppression mechanisms of chromosome 17p, we performed an in vivo tumorigenesis screening with an shRNA library against the 99 coding genes on chromosome 11B3 in mice. Multiple potential TSGs were scored in this screening, including the plant homeodomain finger protein 23 (*PHF23)* and arachidonate 15-lipoxygenase type B (*ALOX15B*) [2, 8]. PHF23 is a reader for histone 3 lysine 4 tri-methylation and negatively regulates the deacetylase activity of HDAC through a new epigenetic regulatory complex, the PSH complex. Thus, the PSH complex coordinates two active histone markers, H3K4me3 and H3K27ac, for gene activation. Loss of *PHF23* represses the expressions of differentiation-related genes and other downstream TSGs and thus promotes tumorigenesis [8]. Besides this PHF23-regulated epigenetic mechanism, metabolic alterations have been observed in cancers with del(17p). *ALOX15B* deficiency leads to accumulation of its substrate, arachidonic acid (AA), and accelerates *Myc*-driven lymphoma. Interestingly, these 17p TSGs collaborate with p53 to inhibit tumorigenesis, which might contribute to the super tumor suppression capacity of chromosome 17p as a whole [9]. However, the metabolic mechanism in cancer cells with del(17p) or *ALOX15B* loss has not been well understood. ALOX15B is a member of iron-containing polyunsaturated fatty acid metabolism enzymes, which oxygenate AA and generate a series of products, including hydroperoxy eicosatetraenoic acids (HpETEs), hydroxyeicosatetraenoic acid (HETEs) and leukotrienes. AA is a polyunsaturated fatty acid and abundant in many types of cells. AA can be metabolized through three distinct pathways, the cyclooxygenase pathway, the lipoxygenase pathway and the cytochrome P450 pathway, into numerous biologically active metabolites. In humans, there are six lipoxygenases and interestingly, five of them, *ALOX15B*, *ALOX12B*, *ALOXE3*, *ALOX12* and *ALOX15*, reside in chromosome 17p. AA metabolism has been implicated in multiple biological processes and human diseases, such as inflammation, myocardial infarction, cholesterol metabolism, and cancer [10–12]. *ALOX15B* and *ALOX12* in lymphoma have been reported to have a tumor-suppressive role in promoting murine lymphomas, while *ALOX5*, the only one not on chromosome 17p, seems to be required at least for some types of leukemia [2, 11, 13]. In contrast, cyclooxygenases, especially COX-2, and their products, such as prostaglandin E2 (PGE2), seem to have oncogenic roles in various types of cancers [14, 15]. Given these paradoxical functions of AA metabolism, it would be interesting to investigate how AA metabolism is disturbed in del(17p) and *ALOX15B* deficient tumors and their potential functions in tumorigenesis and treatment.

In this study, we profiled the metabolites derived from AA in del(17p) and *ALOX15B* deficient lymphoma cells by liquid chromatography-mass spectrometry (LC-MS). We analyzed the in vitro and in vivo functions of the cyclooxygenase pathway in these tumors with genetic and pharmaceutic assays. We found that upregulating the cyclooxygenase pathway contributed to del(17p) cancers’ biology and implied new vulnerability for this disease.

## Results

### Prostaglandin E2 is specifically enriched in del(17p) and *Alox8*-deficient cells

Our previous work has shown that arachidonic acid (AA) was accumulated in murine B-cell lymphomas with *Alox8*-knockdown or chromosome 11B3 deletion, which is syntenic to human chromosome 17p13 [2]. Here, we collected peripheral white blood cells from B-cell chronic lymphocytic leukemia (B-CLL) patients at West China Hospital, and measured AA amount through liquid chromatography-mass spectrometry (LC-MS). We found that cellular AA levels were significantly higher in del(17p) CLL (*n* = 3) than no del(17p) ones (*n* = 5) (Fig. 1A). Given that AA can be oxygenated into diverse bioactive lipid metabolites, we wondered how these elevated AA levels would alter the AA-derived metabolites in del(17p) tumors. Therefore, we profiled the AA metabolites, produced through either lipoxygenase or cyclooxygenase pathway, in primary mouse B-cell lymphomas with or without 11B3 loss by LC-MS. As Fig. 1B shown, two AA derivatives oxygenated by the cyclooxygenase pathway, prostaglandin E2 (PGE2) and thromboxane B2 (TXB2), were increased in 11B3-deleted lymphoma cells, while multiple metabolites produced from arachidonate lipoxygenases, including hydroxyeicosatetraenoates (HETEs) were reduced in 11B3-deleted cells compared to *Trp53* loss only lymphoma cells. Interestingly, the levels of several other ALOX products, such as several hydroxy docosahexaenoic acids (HDoHEs) derived from docosahexaenoic acid (DHA) were decreased. Altogether, the AA metabolism is largely disrupted in del(17p) tumor cells, with a downregulated lipoxygenase pathway and upregulated cyclooxygenase pathway.

**Fig. 1:**
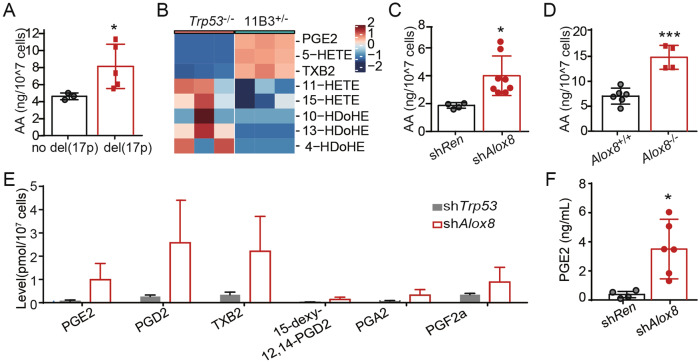
Prostaglandin E2 was upregulated in mouse *Alox8*- or chromosome 11B3 deleted lymphomas. **A** AA levels in fresh patients’ white blood cells enriched with chromosome 17p-deleted CLL cells, compared to those without 17p deletion, measured by liquid chromatography-mass spectrometry (LC-MS). *n* = 3 for no del(17p) group and *n* = 5 for del(17p) group. Error bar represents “Mean with SEM”, *p < 0.05 (unpaired two-tailed *t-*test). **B** Profiling AA metabolites in mouse primary lymphoma cells with chromosome 11B3 deletion (11B3^+/-^), compared to *Trp53*^*-/-*^ lymphoma cells, by LC-MS (*n* = 3). **C** AA levels in sh*Alox8* vs sh*Ren* Ba/F3 cells, measured by LC-MS and ELISA, respectively. *n* = 4 for sh*Ren* group and *n* = 8 for sh*Alox8* group. Error bar represents “Mean with SEM”, *p < 0.05 (unpaired two-tailed *t-*test). **D** AA levels in *Alox8*^*+/+*^ vs *Alox8*^-/-^ Ba/F3 cells measured by LC-MS and ELISA, respectively. *n* = 6 for Alox8^+/+^ group and *n* = 4 for *Alox8*^-/-^ group. Error bar represents “Mean with SEM”, ***p < 0.001 (unpaired two-tailed *t-*test). **E** Profiling AA metabolites in primary sh*Alox8* lymphoma cells, compared to sh*Trp53* lymphoma cells, by LC-MS (*n* = 3). **F** PGE2 levels in *Myc*; sh*Trp53***-**sh*Ren* (sh*Ren*) or *Myc*; sh*Trp53*-sh*Alox8* (sh*Alox8*) lymphoma cells, measured by ELISA. *n* = 4 for sh*Ren* group and *n* = 6 for sh*Alox8* group. Error bar represents “Mean with SEM”, *p < 0.05 (unpaired two-tailed *t-*test).

Given that there are five ALOX genes on chromosome 17p, next we tested whether *ALOX15B* loss would be able to mimic del(17p) and directly led to the AA metabolism dysregulation. In a previous study, we showed that AA was increased in mouse NIH3T3 fibroblast cells with Alox8 knockdown, homologous to human *ALOX15B* [2]. Here, we confirmed this observation in Ba/F3 cells, a murine pro-B cell line that is more relative to B cell lymphoma. Ba/F3 cells infected with sh*Alox8* had significantly higher levels of AA than that in cells with sh*Ren*, measured by LC-MS (Fig. 1C). Similar results of higher AA levels were observed in the corresponding medium of Ba/F3 cells with sh*Alox8* (Supplementary Fig. 1A). Further, we generated Ba/F3 cells with *Alox8* loss-of-function mutations by CRISPR/Cas9 technology, verified by T7 endonuclease I assay and Sanger sequencing (Supplementary Fig. 1C and D). The cellular and medium AA levels were significantly higher in *Alox8*-mutated cells (*Alox8*^*-/-*^) than in control cells (Fig. 1D and Supplementary Fig. 1B), consistently with what we observed in sh*Alox8* cells. Then we profiled the AA metabolites by LC-MS in primary B-cell lymphoma cells with or without sh*Alox8*. In consistent with the finding in del(11B3) lymphoma cells, multiple AA downstream metabolites produced from cyclooxygenase pathway, such as PGE2, PGD2 (Prostaglandin D2) and TXB2, were upregulated in *Alox8*-deficient lymphoma cells (sh*Alox8*;*Myc*), compared with control lymphoma cells (sh*Trp53*;*Myc*) (Fig. 1E). The accumulation of PGE2 in tumor cells with *Alox8* loss was further confirmed by enzyme-linked immunosorbent assay (ELISA) (Fig. 1F). These data suggested that *Alox8* loss contributed to the enrichment of AA and it derives like PGE2 via cyclooxygenase pathway in tumor cells with del(17p).

### RNA-seq analyses reveal a transcriptomic similarity between *Alox8*-deficient cells and those treated with PGE2

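RNA was sequenced from mouse pre-B cells, the stage before surface IgM appears, that had been transduced with an shRNA and were sorted 48 h after infection. The retroviral construct that the paper's Methods give for its shRNAs also carries Myc. The deposited table holds 3 shAlox8 libraries (labelled with the older symbol Alox15b, replicates 1, 2 and 4), 4 shRen control libraries and 3 libraries with an shRNA against the neighbouring gene Alox12b. The other shAlox8 library (replicate 3) was not analysed here, and the legend of Fig. 2 gives n = 4. Alox8, the target, had 0 reads in each shAlox8 library and 0 or 1 read in each shRen library. Alox12b gave the same read counts in these groups. Knockdown of Alox8 therefore could not be measured at this depth. The 3 shAlox8 libraries carry 1 shRNA, so effects particular to it cannot be separated from those of Alox8 knockdown. The authors aligned the reads to GRCm38 with STAR and deposited TPM (a length-corrected share of the reads) for 51912 genes, with fold changes and p-values of their own comparisons with shRen. The deposited TPM sum to 1000000 over the 10 libraries together, so each library was rescaled to 1000000. Whole reads could be recovered from the values (100% lay within 0.05 of a whole number). The shAlox8 libraries held 24615372 to 27538659 reads in genes (median 24957179), the shRen libraries 24608139 to 25465641 (median 24901626) and the shAlox12b libraries 24733567 to 26580718 (median 25145077). Genes with at least 1 TPM in at least 3 of the compared libraries were tested with limma on log2(TPM + 1), with Benjamini-Hochberg adjustment and a threshold of 0.05. On this scale the fold change of a gene near 1 TPM is compressed. Tests on simulated data of this design recovered 96% of 2-fold and 84% of 1.5-fold changes. These were planted only in genes above 3 on the log2(TPM + 1) scale, so recovery at lower TPM is not known. Nothing in the labels says whether the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries.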

To decipher the molecular consequences of *Alox8* loss, we analyzed the transcriptomes of pre-B cells with *Alox8* or control *Renilla* shRNAs by RNA sequencing (RNA-seq). Both the unsupervised hierarchical clustering and principal component analysis (PCA) plot showed that the RNA-seq results of pre-B cells with sh*Alox8* were grouped together, distinguished from sh*Ren* cells (Fig. 2A and Supplementary Fig. S2A). 

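Libraries of shAlox8 pre-B cells lay nearer to one another than to any shRen library. Over 15579 genes, the mean Euclidean distance on log2(TPM + 1) was 53.04 between the groups (48.1 to 60.7), 34.0 within shAlox8 (31.8 to 36.0) and 30.2 within shRen (28.3 to 31.5). The first principal component carried 59.5% of the variance and parted the groups, and the second carried 11.7%. Average-linkage clustering into 2 clusters returned the shAlox8 and the shRen libraries. The mean distance between groups exceeded that within groups by 21.6, against at most 9.52 in any other of the 35 splits of the 7 libraries (exact permutation test, one-sided p = 0.029, the smallest that 3 against 4 libraries can give). Tmsb10, which encodes a thymosin that binds actin monomers, had the largest rise among the genes with an established symbol: 589 ± 126 TPM in shAlox8 (mean ± SD, n = 3) and 192 ± 15.0 TPM in shRen (n = 4, log2 fold change 1.596, SE 0.134, limma adjusted p = 0.000418). The next were Ifitm2, which encodes an interferon-induced membrane protein (124 ± 16.2 and 44.9 ± 2.51 TPM, adjusted p = 0.000224), and Atpif1, which encodes the inhibitor of the mitochondrial ATP synthase (71.2 ± 5.45 and 29.6 ± 2.38 TPM, adjusted p = 0.000232). Tmsb10, Ifitm2 and Atpif1 were among the largest rises in shAlox12b against shRen too, so they are not particular to shAlox8. With the shRen libraries shared, 1183 genes were higher and 3029 lower in both knockdowns, and 14 went opposite ways. The largest falls were in small RNAs, such as the mitochondrial tRNA gene mt-Tw (log2 fold change −2.41, SE 0.36, adjusted p = 0.00255) and Snord37 (−2.18, SE 0.41, adjusted p = 0.00571), and in the immunoglobulin light chain segment Iglj3 (−2.15, SE 0.37, adjusted p = 0.00410). Values of small RNAs and of such segments rest on few reads or on short lengths and are less certain.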

Gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enrichment analysis show that 154 GO terms and 26 KEGG pathways were significantly downregulated in sh*Alox8* pre-B cells, compared to control sh*Ren* cells. Among them were immune response-related pathways such as cytokine-cytokine receptor interaction, chemokine signaling pathway, cellular response to interleukine-1, response to lipopolysaccharide, and the apoptosis pathway significantly downregulated in sh*Alox8* cells (Fig. 2B and Supplementary Fig. S2B). 

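Of 15579 genes tested, 5427 were lower and 1632 higher in shAlox8 than in shRen pre-B cells (limma, Benjamini-Hochberg adjusted p at most 0.05), and 209 of the lower and 79 of the higher genes changed by more than 1 on the log2 scale (399 and 137 with a pseudocount of 0.1, 104 and 123 with median-of-ratios size factors, 249 and 222 with limma-voom). Of the 209 lower and 79 higher genes, only 22 and 10 were protein coding. Processed pseudogenes made up 78 and 50 of them, and immunoglobulin V genes 56 and 0. The groups did not overlap in 52.3% of genes, against 5.71% by chance. The median log2 fold change of all genes was −0.125. With median-of-ratios size factors, which centre this median, 2845 genes were lower and 3108 higher, and list medians below are given relative to it. The authors' deposited table gives 3153 lower and 3532 higher genes at the same threshold (278 and 238 of them by more than 1 on the log2 scale), among the 19090 with an adjusted p-value. Of 29 gene lists written before the data were examined, 11 were lower as a group and 1 higher than the other genes (camera with a correlation preset to 0.01). Another split of the libraries gave 16 lists, and 3 of 35 splits gave at least as many as the real one, which is among them. Chance thus cannot be excluded for the number of lists. Some genes, such as Ccl5 and Ltb, stand in several lists, so the lists are not independent. The lower lists cover the interferon response, NF-κB and TNF signaling, the LPS and Toll-like receptor response, the interleukin-1 response, pro-apoptotic and anti-apoptotic genes, p53 targets, genes of lymphocyte and of B cell differentiation, immature and mature B cell genes, and the PI3K, mTOR and FOXO pathway. Genes of ribosome biogenesis were higher. With a correlation estimated from the libraries no list passed, and the smallest adjusted p was 0.523. The GO and KEGG gene sets were not used.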

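Several genes of chemokines, cytokines, their receptors and the LPS response were lower in shAlox8 pre-B cells. Ccl22, which encodes a chemokine for CCR4 on T cells, measured 1.45 ± 0.865 TPM in shAlox8 (mean ± SD, n = 3) and 5.13 ± 1.79 TPM in shRen (n = 4, limma adjusted p = 0.0102). Ccl5 measured 1.89 ± 0.487 and 5.33 ± 1.69 TPM (adjusted p = 0.0112), with 1 shRen library apart from the others at 2.82 TPM. Ltb, the gene of lymphotoxin beta, measured 0.877 ± 0.046 and 2.91 ± 0.310 TPM (log2 fold change −1.06, SE 0.08, adjusted p = 0.000322). Acod1, which encodes the itaconate-producing enzyme induced by LPS, fell from 8.08 ± 1.30 to 2.91 ± 0.757 TPM (adjusted p = 0.00135), and Nfkbia, which encodes the inhibitor IκBα and is itself an NF-κB target, from 17.6 ± 1.83 to 10.4 ± 0.760 TPM (adjusted p = 0.00103). The LPS co-receptor gene Cd14 (4.70 ± 0.424 to 2.13 ± 0.483 TPM, adjusted p = 0.00152) and Crlf2, a receptor gene for the cytokine TSLP (10.2 ± 1.24 to 5.12 ± 0.712 TPM, adjusted p = 0.00123), were lower too. In each of these genes every shAlox8 library lay below every shRen library.
Of 51 measured genes of NF-κB and TNF signaling, 33 were lower and 1, Lta, higher (35 and 1 adjusted over the list alone, 25 and 3 with median-of-ratios size factors), with a median of −0.23 relative to all genes (camera adjusted p = 0.000612, adjusted p = 0.523 with an estimated correlation). The 38 measured genes of the LPS and Toll-like receptor response gave 21 lower and 0 higher (23 and 0 adjusted over the list alone, 14 and 1 with size factors), median −0.18 (camera adjusted p = 0.00744, adjusted p = 0.523 with an estimated correlation). Of 25 interleukin-1 response genes, 15 were lower and 0 higher (15 and 0 adjusted over the list alone, 8 and 0 with size factors), median −0.06 (camera adjusted p = 0.0371, adjusted p = 0.523 with an estimated correlation). This list did not pass with a filter of 5 TPM (0.0685), quantile normalization (0.0720), the replicate number as a block (0.0760) or protein-coding genes alone (0.0643), nor without shAlox8 replicate 1 (0.0515), shAlox8 replicate 4 (0.0951) or shRen replicate 3 (0.0613).
Cytokines and their receptors gave 26 lower and 4 higher (Lta, Il2rg, Acvr2a and Tnfrsf13b) of 48 (28 and 5 adjusted over the list alone, 14 and 6 with size factors), median −0.10 (camera adjusted p = 0.0962, adjusted p = 0.523 with an estimated correlation). Chemokines and their receptors gave 6 lower and 0 higher of 13 (6 and 0 adjusted over the list alone, 4 and 0 with size factors), median −0.09 (camera adjusted p = 0.403, adjusted p = 0.847 with an estimated correlation). Myeloid cells express many of these genes as well. The summed TPM of 30 macrophage markers was 178 ± 15.8 in shAlox8 and 240 ± 32.6 in shRen (exact permutation test, two-sided p = 0.057, adjusted p = 0.08 over 7 cell types), and that of 16 dendritic cell markers 319 ± 39.5 and 450 ± 31.9 (p = 0.029, adjusted p = 0.08, 1 shRen library apart at 497). Most of the latter sum came from Ly6d, which B-lineage cells express too, and the interferon-induced gene Bst2, while Itgax, Siglech, Xcr1, Clec9a and Flt3 were below 0.5 TPM. From the terms enriched among the downregulated genes, the paper states that immune response-related and apoptosis pathways were downregulated in shAlox8 cells (Fig. 2B).

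**Figure D1:**
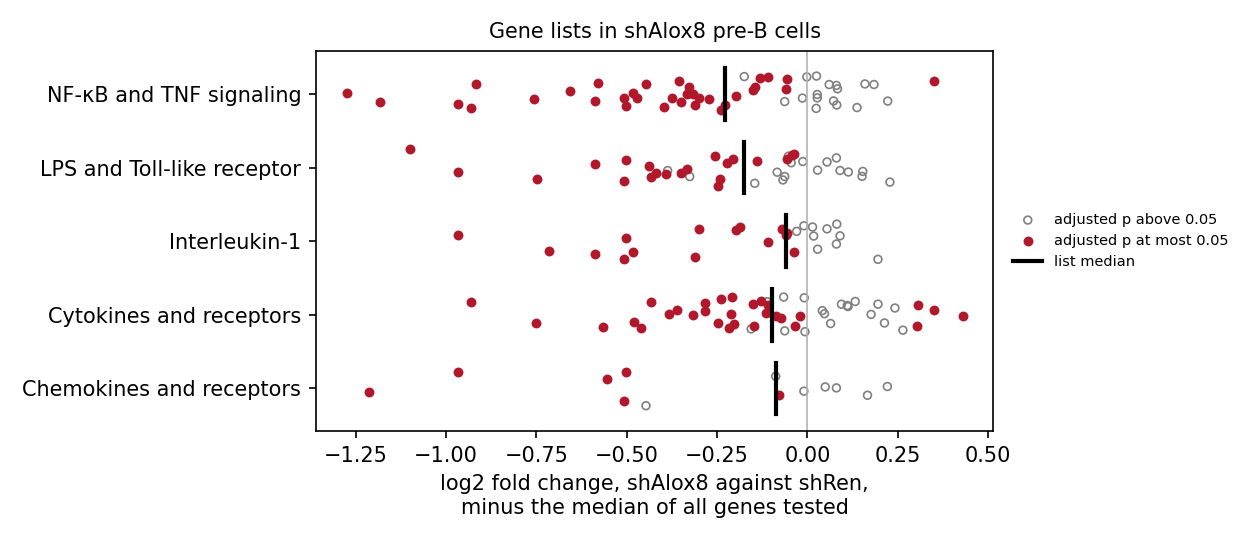
Log2 fold change of each measured gene of 5 gene lists in shAlox8 against shRen pre-B cells, minus the median of all genes (−0.125). Filled points passed an adjusted p of 0.05 (limma), and bars mark list medians, from −0.23 (NF-κB and TNF signaling) to −0.06 (interleukin-1). Some genes appear in several lists.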

Gene set enrichment analysis (GSEA) results revealed that the upregulated genes by PGE2 treatment were positively enriched in sh*Alox8* pre-B cells, compared to sh*Ren* cells (NES = 1.135). In contrast, the downregulated genes by PGE2 treatment were negatively enriched (NES = −1.119) (Fig. 2C) [16]. 

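Ptgs2, the gene of COX-2, was close to silent in these pre-B cells: 4 to 5 reads per shAlox8 library and 9 to 21 per shRen library, or 0.063 ± 0.006 TPM (mean ± SD, n = 3) and 0.233 ± 0.085 TPM (n = 4, exact permutation test, two-sided p = 0.057). The authors' deposited comparison had it lower in shAlox8 (log2 fold change −1.74, their adjusted p = 0.00936). The paper's rise of Ptgs2 (Fig. 3A) was measured by RT-qPCR in lymphoma cells, not in these pre-B cells. Ptgs1, the gene of COX-1, measured 0.074 ± 0.036 and 0.066 ± 0.017 TPM (exact permutation p = 0.686), and Ptges, the gene of the inducible PGE2 synthase, 0.072 ± 0.044 and 0.141 ± 0.068 TPM (exact permutation p = 0.2). Among receptors for prostanoids, Ptger4, which encodes the PGE2 receptor EP4, fell from 8.12 ± 0.526 to 5.93 ± 0.255 TPM (limma adjusted p = 0.00202) and Tbxa2r, the thromboxane receptor gene, from 5.94 ± 0.402 to 3.97 ± 0.476 TPM (adjusted p = 0.00295). Ptgir, the prostacyclin receptor gene, rose from 2.31 ± 0.201 to 3.25 ± 0.143 TPM (adjusted p = 0.00445). Of 23 cyclooxygenase pathway genes 8 were measured above the filter, with 3 lower (Ptger4, Tbxa2r and Ptges2, the last not past the threshold with size factors) and 1 higher (4 and 1 adjusted over the list alone, 2 and 2 with median-of-ratios size factors) and a median of 0.01 relative to all genes, though camera's direction was lower (camera adjusted p = 0.871, adjusted p = 0.874 with an estimated correlation). Of 16 measured genes known to respond to cAMP, the second messenger of EP4, 8 were lower and 1, Cited2, higher (8 and 1 adjusted over the list alone, 4 and 2 with size factors, median −0.06, camera adjusted p = 0.326, adjusted p = 0.774 with an estimated correlation). The cAMP-induced genes Rgs2 (10.5 ± 0.671 to 5.89 ± 0.300 TPM, adjusted p = 0.000384, 1 shRen library apart at 9.48 TPM) and Sik1 (6.90 ± 0.741 to 4.51 ± 0.310 TPM, adjusted p = 0.00291) were among the lower. Both measured lipoxygenase pathway genes, Lta4h and Alox5ap, were lower (2 and 0 adjusted over the list alone, 1 and 0 with size factors, camera adjusted p = 0.256, adjusted p = 0.523 with an estimated correlation). The genes changed by PGE2 treatment in Fig. 2C were not in the files used.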

The transcriptomic similarity further confirmed the altered cyclooxygenase pathway by *Alox8* loss.

**Fig. 2:**
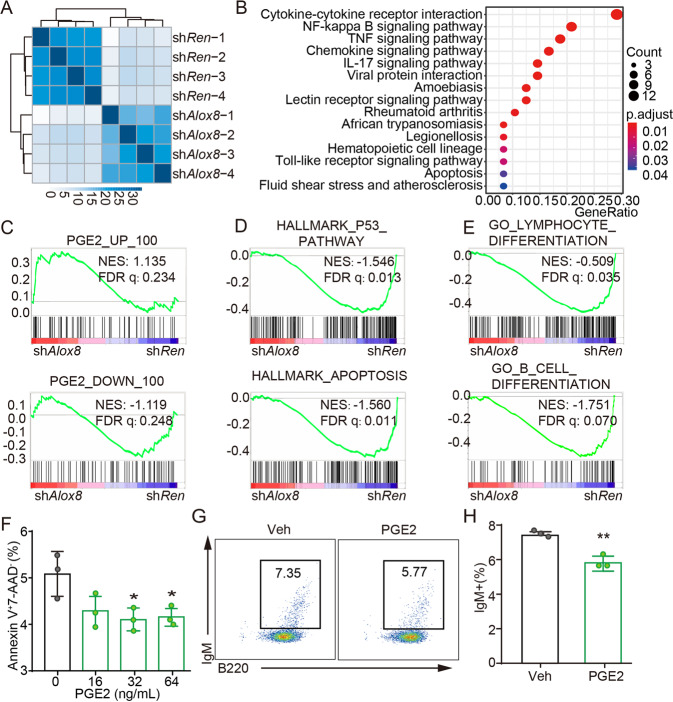
Transcriptome analysis revealed that inhibition of *Alox8* has similar gene expression as PGE2-treated cells. **A** Unsupervised clustering of RNA-seq data of sh*Alox8* or sh*Ren* pre-B cells. *n* = 4, **B** KEGG enrichment analysis of genes downregulated in sh*Alox8* cells comparing to sh*Ren* cells. **C**–**E** Gene set enrichment analysis of genes belonging to the top 100 differentially expressed genes with PGE2 treatment (**C**), HALLMARK_P53_PATHWAY and HALLMARK_APOPTOSIS gene sets (**D**) or GO_LYMPHOCYTE_DIFFERENTIATION and GO_B_CELL_DIFFERENTIATION gene sets (**E**) in sh*Alox8* cells comparing to sh*Ren* cells. NES, normalized enrichment score; FDR, false discovery rate. **F** The percentage of Annexin V + 7-AAD- apoptotic cells of pre-B cells treated with different concentrations of PGE2, measured by flow cytometry. *n* = 3. *p < 0.05 (unpaired two-tailed *t*-test). **G**, **H** The percentage of IgM+ in B220 + B cells as measured by flow cytometry analysis. *n* = 3. Error bar represents “Mean with SEM”, **p < 0.01(unpaired two-tailed *t*-test).

### PGE2 increase prevents cellular apoptosis and B-cell differentiation

Gene set enrichment analysis (GSEA) results also showed that HALLMARK_P53 PATHWAY (NES = −1.546, FDR *q* = 0.013) and HALLMARK_APOPTOSIS pathway gene sets (NES = −1.560, FDR *q* = 0.011) were significantly negatively enriched in the transcriptome of sh*Alox8* cells compared to that of sh*Ren* cells (Fig. 2D). 

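Some pro-apoptotic and some anti-apoptotic genes were lower in shAlox8 pre-B cells. Bmf, which encodes a BH3-only protein that opposes BCL2, fell from 2.63 ± 0.377 TPM in shRen (mean ± SD, n = 4) to 1.17 ± 0.040 TPM in shAlox8 (n = 3, limma log2 fold change −0.74, SE 0.09, adjusted p = 0.00109). Endog, the gene of a mitochondrial nuclease, fell from 5.70 ± 0.627 to 3.17 ± 0.681 TPM (adjusted p = 0.00430). Bcl2a1d, which encodes a survival protein of the BCL2 family, fell from 6.6 ± 0.932 to 1.91 ± 0.684 TPM (adjusted p = 0.00102), though its near-identical copies share reads. Birc3, which encodes an inhibitor of apoptosis, fell from 11.5 ± 0.801 to 7.38 ± 0.387 TPM (adjusted p = 0.000752). Of 52 measured pro-apoptotic genes, 30 were lower and 1, Bak1, higher (32 and 1 adjusted over the list alone, 18 and 4 with median-of-ratios size factors), median −0.12 relative to all genes (camera adjusted p = 0.0130, adjusted p = 0.523 with an estimated correlation, fgsea NES −1.67, adjusted p = 0.00577). Of 21 anti-apoptotic genes, 15 were lower and 0 higher (17 and 0 adjusted over the list alone, 13 and 2 with size factors), median −0.24 (camera adjusted p = 0.00231, adjusted p = 0.523 with an estimated correlation).
Among p53 targets, the antiproliferative gene Btg1 went from 34.3 ± 3.37 to 19.1 ± 0.451 TPM (adjusted p = 0.000576, 1 shRen library apart at 29.3 TPM) and Rrm2b, the p53-inducible ribonucleotide reductase gene, from 11.0 ± 0.449 to 6.24 ± 0.469 TPM (adjusted p = 0.000324). Trp53 itself measured 45.7 ± 3.1 TPM in shAlox8 and 46.9 ± 1.32 TPM in shRen with 1 library apart at 48.9 TPM (log2 fold change −0.04, SE 0.05, adjusted p = 0.601), and its sign changed with size factors (0.10). Of 111 measured p53 targets, 56 were lower and 10 higher (60 and 10 adjusted over the list alone, 34 and 17 with size factors), median −0.06 (camera adjusted p = 0.0286, adjusted p = 0.523 with an estimated correlation, fgsea NES −1.61, adjusted p = 0.00285). The camera call did not pass after quantile normalization (0.0632), with the replicate number as a block (0.0594), after a GC correction (0.0504) or among protein-coding genes alone (0.0781). The hallmark gene sets were not in the files used, and these lists differ from them.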

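Several genes of B cell differentiation were lower in shAlox8 pre-B cells. Rag1, which encodes a recombinase of immunoglobulin rearrangement, measured 21.6 ± 2.80 TPM in shAlox8 (mean ± SD, n = 3) and 40.5 ± 4.22 TPM in shRen (n = 4, limma log2 fold change −0.88, SE 0.11, adjusted p = 0.00114). Fcrla, an Fc receptor-like gene of B cells, measured 11.7 ± 1.56 and 26.5 ± 2.07 TPM (adjusted p = 0.000433), and the surface enzyme gene Cd38 9.40 ± 1.39 and 20.6 ± 1.73 TPM (adjusted p = 0.000622). Id3, which encodes an inhibitor of E proteins, measured 13.9 ± 1.13 and 24.8 ± 1.63 TPM (adjusted p = 0.000433, 1 shRen library apart at 27.2 TPM), and Cd83, a surface marker of maturing B cells, 0.996 ± 0.082 and 2.92 ± 0.573 TPM (adjusted p = 0.00132). Ighm, the IgM heavy chain gene, fell less, from 1854 ± 151 to 1442 ± 69.0 TPM (log2 fold change −0.36, SE 0.07, adjusted p = 0.00693). In each of these genes every shAlox8 library lay below every shRen library. Of 75 measured genes of B cell differentiation, 46 were lower and 2, Cd24a and Btk, higher (46 and 2 adjusted over the list alone, 32 and 6 with median-of-ratios size factors), median −0.10 relative to all genes (camera adjusted p = 0.00171, adjusted p = 0.604 with an estimated correlation, fgsea NES −1.94, adjusted p = 0.000553).
Immature and mature B cell genes gave 25 lower and 0 higher of 36 (27 and 0 adjusted over the list alone, 22 and 2 with size factors), median −0.28 (camera adjusted p = 0.00171, adjusted p = 0.604 with an estimated correlation). Not every member fell: Igkc, the kappa light chain gene in both B cell lists, was higher in the authors' deposited comparison (log2 fold change 0.27, their adjusted p = 0.00134). Lymphocyte differentiation genes gave 30 lower and 1 higher (Il2rg) of 46 (30 and 1 adjusted over the list alone, 19 and 1 with size factors), median −0.14 (camera adjusted p = 0.00299, adjusted p = 0.523 with an estimated correlation, fgsea NES −1.86, adjusted p = 0.000842). Its members with the largest falls included Socs1, which encodes a brake on cytokine receptors (27.9 ± 2.65 to 16.4 ± 0.886 TPM, adjusted p = 0.000750), and Clec4d, a lectin gene better known from myeloid cells (3.94 ± 0.487 to 2.03 ± 0.214 TPM, adjusted p = 0.00131). The GO gene sets of Fig. 2E were not in the files used.

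**Figure D2:**
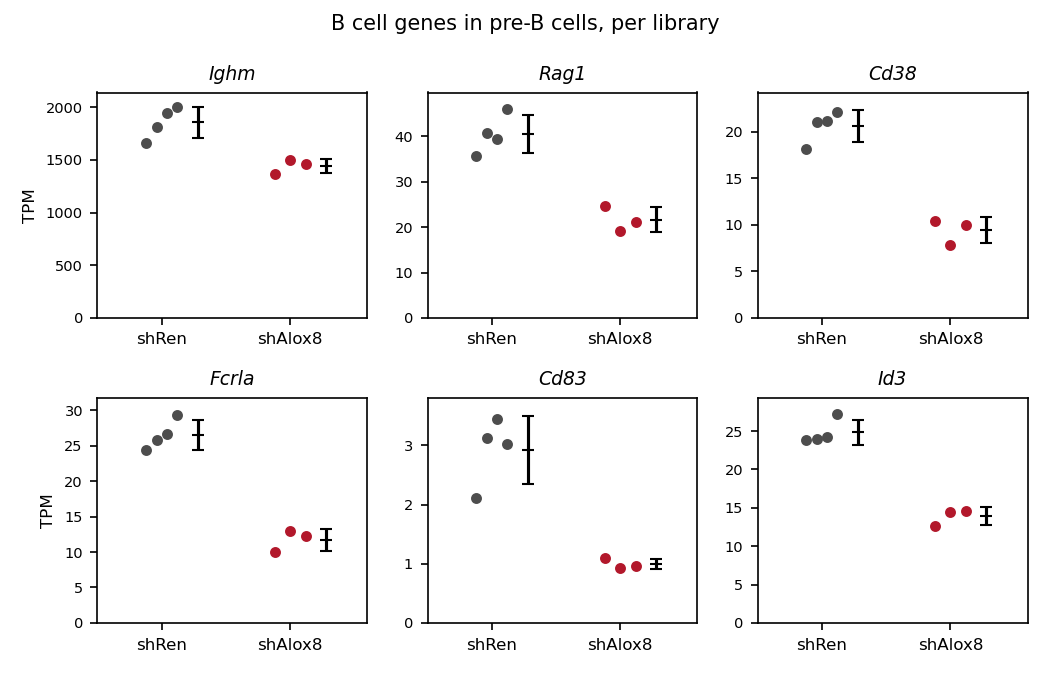
TPM of 6 B cell genes in each shRen (n = 4) and shAlox8 (n = 3) library, with mean and SD.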

Multiple lymphocyte differentiation and B cell differentiation gene signatures were negatively enriched in *Alox8*-deficient pre-B cells (Fig. 2E). The enrichment of these pathways might underlie the anti-apoptosis and differentiation block effects of *Alox8* deficiency.

To test whether upregulated PGE2 by *Alox8* loss contributed to apoptosis and B-cell differentiation, we treated pre-B cells, the assumable cell-of-origin for *Myc*-driven B lymphoma in our model, with PGE2. The results showed that ectopic PGE2 prevented the apoptosis of pre-B cells, measured by Annexin V and 7-AAD staining, in a dosage-dependent manner (Fig. 2F). Further, we found that the differentiation of pre-B cells, indicated by IgM expression, was significantly repressed by PGE2 treatment (Fig. 2G, H). The survival advantage and differentiation block suggested that PGE2 might promote the transformation of B progenitor cells.

### *Cox-2 (Ptgs2)* but not *Cox-1 (Ptgs1)* is induced by *Alox8* deficiency

Cyclooxygenase is the key enzyme to catalyze AA into prostaglandins, including PGE2. There are two cyclooxygenases COX-1 and COX-2, encoded by *PTGS1* and *PTGS2*, respectively. It is known that while *PTGS1* is constitutively-expressed, *PTGS2* gene transcription could be rapidly induced in response to stimuli [17]. Consistent with the increased levels of the cyclooxygenase pathway metabolites, we found that *Ptgs2* but not *Ptgs1* gene expression was dramatically induced up to 250-fold in *Alox8*-deficient lymphoma cells, compared to that in control sh*Ren* lymphoma cells (Fig. 3A). The synergistically increased expressions of *PTGS2*, *PTGES* and its metabolite PGE2 indicated a shift of the AA metabolism from the lipoxygenase pathway to the cyclooxygenase pathway.

**Fig. 3:**
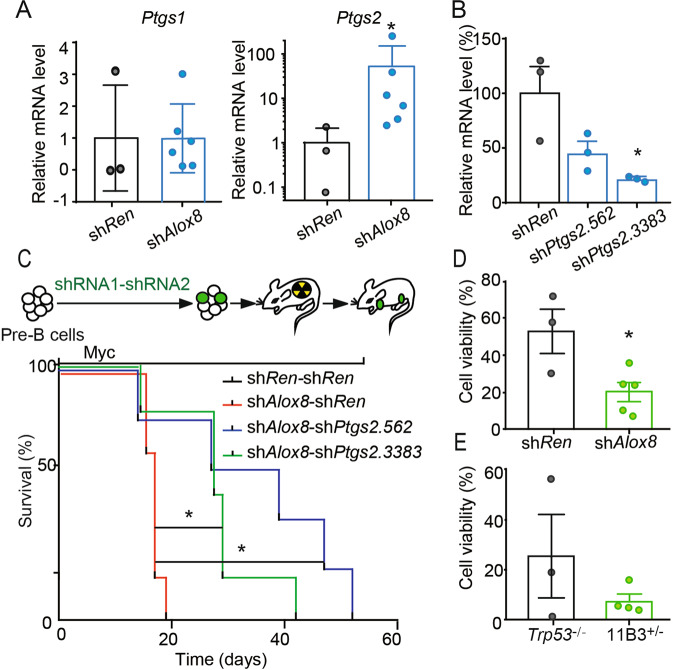
*Ptgs2* was upregulated in *Alox8*-deficient lymphomas, which contributed to lymphomagenesis. **A** Relative mRNA levels of *Ptgs1(Cox-1)* and *Ptgs2(Cox-2)* in sh*Ren* or sh*Alox8* lymphoma cells, measured by RT-qPCR. *n* = 3 for sh*Ren* group and *n* = 6 for sh*Alox8* group. *p < 0.05 (un*p*aired two-tailed *t*-test). **B** Knockdown efficiency of *Ptgs2* by sh*Ptgs2*.562 and sh*Ptgs2*.3383 in sh*Trp53* lymphoma cells, measured by RT-qPCR. *n* = 3. Error bar represents “Mean with SEM”, *p < 0.05 (unpaired two-tailed *t*-test). **C** Kaplan–Meier tumor-free survival of recipient mice transplanted with tandem shRNAs for both *Alox8* and *Ptgs2*. *n* = 6. *p < 0.05 (log-rank test). **D** Relative cell counts of *Myc*; sh*Trp53*-sh*Ren* (sh*Ren*) or *Myc*; sh*Trp53*-sh*Alox8* (sh*Alox8*) lymphoma cells treated with 50 μM celecoxib or vehicle for 48 h. *n* = 3 for sh*Ren* group and *n* = 5 for sh*Alox8* group. Error bar represents “Mean with SEM”, *p < 0.05 (unpaired two-tailed *t-*test). **E** Relative cell counts of *Trp53*^*-/-*^ or 11B3^+/-^ lymphoma cells treated with 50μM celecoxib or vehicle for 48 h. *n* = 3 for sh*Ren* group and *n* = 4 for sh*Alox8* group.

### Upregulation of cyclooxygenase pathway is required for *Alox8* loss-driven lymphomagenesis

Because of the disrupted AA metabolism balance between the lipoxygenase pathway and the cyclooxygenase pathway in *Alox8*-deficient tumors and the known oncogenic functions of PGE2 in various cancers, we hypothesized that the enhanced cyclooxygenase pathway might mediate the tumor-promoting function of *Alox8* loss. Two independent shRNA against *Ptgs2* were cloned and validated by qRT-PCR (Fig. 3B). *Ptgs2* shRNAs were cloned into a retrovirus-based vector carrying *Myc* cDNA and tandem shRNAs (sh*Alox8.2865*-sh*Ptgs2.562* or sh*Alox8.2865*-sh*Ptgs2.3383*), with which *Alox8* and *Ptgs2* would be simultaneously repressed in the same cell with *Myc* overexpression. These tandem shRNA constructs were introduced into B progenitor pre-B cells, followed by transplantation into sub-lethally irradiated recipient C57BL/6 mice. The recipient mice were monitored daily by palpation, and the tumor-free survivals were recorded. Kaplan–Meier curve showed that recipient mice transplanted with sh*Alox8.2865*-sh*Ren* transduced pre-B cells developed lymphomas with a median latency of 17 days, similar to those with sh*Alox8.2865* only [2]. However, compared to control sh*Alox8*-sh*Ren* recipient mice, mice carrying sh*Alox8*-sh*Ptgs2* pre-B cells developed lymphomas with significantly longer tumor latencies (Fig. 3C; Median onset 27 and 39 days, respectively). Intriguingly, although the resulting lymphoma cells containing sh*Alox8*-sh*Ptgs2* as enriched GFP + cells in enlarged lymph nodes, these cells have upregulated *Ptgs2* gene expression to a similar level as that in control sh*Alox8*-sh*Ren* lymphoma cells (data not shown) and displayed similar histological features (Supplementary Fig. 3A, B), suggesting that sh*Ptgs2* suppressive effect on *Ptgs2* mRNA level had been bypassed or compensated during lymphomagenesis. Altogether, these results strongly indicated that the cyclooxygenase pathway upregulation, following *Alox8* loss, was required for lymphomagenesis driven by *Alox8* deficiency.

The AA metabolism alteration with the lipoxygenase-cyclooxygenase pathway unbalances implied that a gain of vulnerability for cancers with del(17p) or *ALOX15B* loss. As a proof-of-concept, we treated lymphoma cells with sh*Ren* or sh*Alox8* with celecoxib, a commonly used anti-inflammation drug inhibiting COX-2. The results showed that sh*Alox8* tumor cells were significantly more sensitive to COX-2 repression than the control cells (Fig. 3D). Further, we tested the inhibitory effect of celecoxib on mouse del(11B3) lymphoma cells. Tumor cells with del(11B3) also displayed a better response to celecoxib treatment than those with only p53 loss (Fig. 3E). The susceptibility of these *Alox8* deficient tumor cells to celecoxib suggested that targeting the unbalanced AA metabolism might be a new treatment for cancers with del(17p) in patients.

### The unbalanced lipoxygenase pathway and cyclooxygenase pathway in lymphoma patients with del(17p) suggest new susceptibility

Given that there are multiple tumor suppressor genes like *p53* and *PHF23* on chromosome 17p, we wondered how much *ALOX15B* repression and the resulted aberrant AA metabolism would contribute to del(17p) cancer. GSEA results showed that the genes upregulated in sh*Alox8* cells were significantly positively enriched in human chromosome 17p-deleted DLBCL cells (NES = 1.74, FDR *q* = 0.03). And in contrast, the genes downregulated in sh*Alox8* cells were significantly negatively enriched in del(17p) DLBCL (NES = −1.48, FDR *q* = 0.03) (Fig. 4A). These results suggest that *Alox8* loss partially mimicked the molecular characteristics of del(17p). The cyclooxygenase pathway was upregulated in both *Alox8* deficient and 11B3-deleted mouse lymphoma cells, indicated by increased levels of *Ptgs2* expression and its product PGE2 (Figs. 1E and 1F). Here, we further tested the expressions of *PTGS2* in human del(17p) tumors. Since the expression levels of genes on chromosome 17p are reduced in 17p-deleted tumors, we used the corrected expression levels of chromosome 17p13 genes to indicate 17p deletions. By analyzing the transcriptomes of 48 DLBCL samples in the TCGA cohort, we found that the expression levels of *PTGS2* were significantly negatively correlated with those of chromosome 17p13 genes (Pearson = −0.46, *p* < 0.01) (Fig. 4B). A similar correlation was also observed in the TCGA-AML cohort (Pearson = −0.33, *p* < 0.001) (Fig. 4C). The negative correlation between 17p genes and *PTGS2* was consistent with our hypothesis that the cyclooxygenase pathway of AA metabolism was upregulated in del(17p) cancers.

**Fig. 4:**
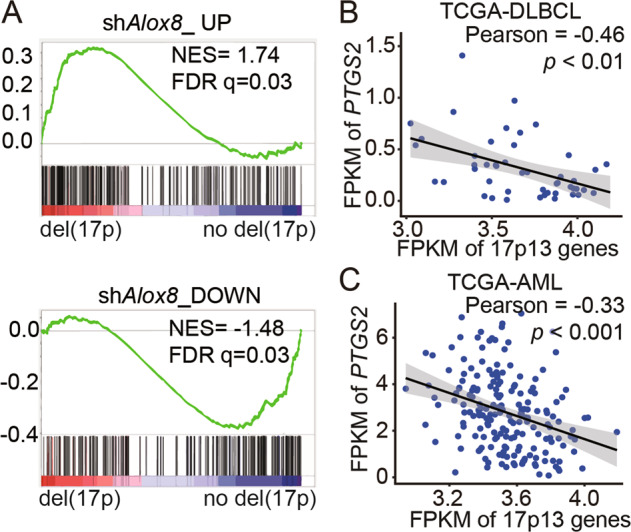
Upregulation of cyclooxygenase pathway in lymphoma patients with del(17p) suggest new susceptibility. **A** GSEA plots showing that genes were chosen from top 200 upregulated (sh*Alox8*_UP) or downregulated (sh*Alox8*_DOWN) genes in sh*Alox8* cells comparing to sh*Ren* cells significantly positively or negatively enriched in human chromosome 17p-deleted DLBCL cells. **B**, **C** Correlations between expression levels of *PTGS2* and averages of chromosome 17p genes in TCGA-DLBCL or TCGA-AML. Data analyzed from TCGA-DLBCL (*n* = 48) or TCGA-AML (*n* = 187).

Taken together, our studies revealed the AA metabolism alterations in del(17p) cancers. The deficiency of the co-deleted 17p TSG *ALOX15B* led to a repressed lipoxygenase pathway and an enhanced cyclooxygenase pathway for AA metabolism (Fig. 5). Moreover, this metabolism abnormality implied a new susceptibility to this recalcitrant malignancy.

**Fig. 5:**
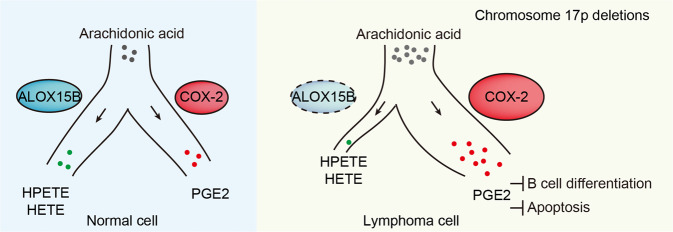
Unbalanced arachidonate lipoxygenase and cyclooxygenase pathway in 17p-deleted lymphomas. Schematic representation showing that arachidonate lipoxygenase and cyclooxygenase pathway in normal cell (left) or lymphoma cells with chromosome 17p deletions (right).

## Discussion

Metabolism reprogramming has been shown to be a hallmark of cancer as early as a century ago when Warburg’s effect was first described [18, 19]. Besides numerous studies on glucose metabolism, there are emerging evidences showing that altered lipid metabolism has significant effects on tumorigenesis not only through providing essential cellular components but also as signaling molecules [20–22]. AA, a polyunsaturated fatty acid with a 20-carbon chain, can be converted into multiple bioactive lipids through three distinct metabolism pathway, the lipoxygenase pathway, the cyclooxygenases pathway and the cytochrome P450 pathway. Some of these AA-derived products have been shown to be involved in inflammation, cancer and other human diseases [23]. In this study, we have illustrated that cyclooxygenases/prostaglandins, upregulated by lipoxygenase *ALOX15B* loss, contributed to the tumor formation and maintenance of *Alox8*-deficient lymphoma. COX-2 is known to be generally absent in most normal cells but is highly enriched in many malignant cells like colorectal, lung, breast and prostate cancers; and PGE2, the major bioactive metabolite of COX genes, can promote the proliferation of cancer cells, enhance their stemness and protect them from apoptosis [24]. Furthermore, the high expression of *PTGS2*, encoding COX-2, is also correlated with poor prognosis in lymphomas [25]. In contrast, *ALOX15B* is recognized to have an anti-carcinogenic effect as its downregulated expression in various cancers and its loss driving lymphoma development [2, 26–28]. Our work revealed that these two enzymes can crosstalk. Loss of *Alox8* specifically induced *Ptgs2* expression, inhibiting which would prevent *Alox8*-deficient B progenitor cells transformed into lymphoma, and suppress *Alox8*-deficient lymphoma cell growth. *PTGS2* is suggested to be induced in response to various cellular and environmental stresses. There are some signal pathways like NF-κB and PI3K/AKT pathway reported to regulate *PTGS2* gene transcription [29, 30]. We found that *Alox8* loss activated the PI3K-mTOR pathway (data not shown). But, whether the upregulated PI3K-mTOR pathway is downregulated *Alox8* cell induces *PTGS2* gene expression needs future study.

Chromosome 17p deletions are one of the most frequently deleted chromosome regions that happened in almost all known cancers. Our previous work and other laboratory studies have demonstrated that chromosome 17p deletions have an impact on cancer biology beyond *TP53* loss. Multiple tumor suppressor genes like *PHF23, EIF5A*, *KCTD11*, *MAP2K4* and *ALOX15B*, have been reported to promote tumorigenesis when lost, indicating that gene expression regulation, signal transduction, arachidonate lipoxygenase and other cellular pathways are altered with the loss of chromosome 17p [2, 5, 6, 8]. Here, our results indicate that the arachidonate cyclooxygenase pathway also plays a role in 17p-deleted tumor biology. We showed that *ALOX15B* deficiency with chromosome 17p deletions was demonstrated to promote lymphomagenesis and maintain corresponding lymphoma cell growth through upregulating *COX-2* level, as discussed before. Moreover, high expression of *COX-1* and especially *COX-2* are correlated with chromosome 17p loss. Loss of mouse chromosome 11B3, homologous to human chromosome 17p13, has a high level of the product of the cyclooxygenase pathway, PGE2. More importantly, 11B3-deleted lymphoma cells were more sensitive to COX-2 inhibitor celecoxib. These results support that arachidonate cyclooxygenase/prostaglandins contribute to the chromosome 17p-deleted cancer biology. How these various dysregulated pathways in chromosome 17p deletions cooperatively work during the progression of malignancy and response to commercial therapies are under study.

Besides *ALOX15B*, there are four other arachidonate lipoxygenases locating on chromosome 17p, including *ALOX12*, *ALOX12B*, *ALOX15* and *ALOXE3*. Among them, *Alox12* was reported to be required for the tumor suppression functions of p53 in an *Eµ-Myc* mouse lymphoma model [13]. Consistently, we found knockdown *Alox12* could drive Myc-overexpressed pre-B cells transformed into lymphoma in recipient mice (data not shown). These tumor-suppressive ALOX genes are clustered in chromosome 17p suggested that their loss in 17p-deleted cancers may have a cooperative impact on tumor development. Conversely, the only ALOX family gene outside of chromosome 17p, *ALOX5* on chromosome 10, did not have the same tumor-suppressing role in our mouse lymphoma model. Instead, other reports show that ALOX5 may have opposite roles in a different context that it promoted BCR-ABL driven B-cell acute lymphoblastic leukemia while inhibited MLL-fusion driven acute myeloid leukemia [11, 31]. Interestingly, ALOX5 product 5-HETE was significantly increased in mouse chromosome 11B3-deleted lymphoma cells compared to that in *Trp53*^-/-^ control. Inhibition of ALOX5 has a synthetic effect with COX-2 inhibitor on suppressing cancer cell growth. Therefore, it may be a promising therapeutic strategy to treat 17p-deleted lymphomas with both ALOX5 and COX-2 inhibitors.

## Materials and methods

### Mice

All mice experiments were approved by the Institutional Animal Care and Use Committees of Sichuan University. Mouse lymphomagenesis experiments were performed as previously described [2]. Briefly, B220 + B progenitor cells isolated from bone marrow were transduced with retroviruses followed by tail-vein injection into sublethally irradiated C57BL/6 mice. Lymphomas were monitored weekly with disease state being defined by palpable enlarged solid lymph nodes. Tumor measurements were performed blindly. All recipient mice were divided into each group randomly before transplantation. Tumor measurements were performed blindly.

### Human samples

Primary peripheral blood cells from patients with CLL were collected at the outpatient department of West China Hospital during 2017–2018. The status of chromosome 17 was confirmed by fluorescence in situ hybridization (FISH). A total of 10 patients were recruited, including 6 with 17p deletion, and 4 with intact 17p. Peripheral blood samples were transported at 4 °C and lysed using ACK lysing buffer within 24 h. After lysing, 2 × 10^6^ white blood cells were prepared for intracellular lipids extraction. The Ethics Committee approved the study of West China Hospital of Sichuan University [HX-2019-(114)].

### Cell line culture

Ba/F3 (#HB-283), 293 T (#CRL-1573) were from ATCC. Ba/F3 cells were maintained in RPMI 1640 medium supplemented with 10% v/v FBS and 2 ng/mL IL-3(cat. No.:CP39; Novoprotein). 293 T cells were maintained in DMEM medium supplemented with 10% v/v FBS. All cell lines were routinely tested for *Mycoplasma* by PCR. Experiments were performed within 4 weeks after fresh viable cells were thawed.

### Retroviral construction

shRNAs were cloned into MSCV-mirE-SV40-Myc-IRES-GFP retroviral construct. Retrovirus packaging and infection of cells were done as previously reported [2].

### ELISAs

Prostaglandin E2 (PGE2) was measured using an ELISA kit (cayman, CAS 363-24-6) according to the manufacturer’s instructions. Arachidonic acid (AA) was measured using an ELISA kit (Elabscience, E-EL-0051c) according to the manufacturer’s instructions.

### LC-MS

Cells were extracted with chloroform/methanol and washed with 0.9% saline. The lipid-containing chloroform phase was obtained. Standard curves were constructed by least-squares linear regression analysis using the peak area ratio of a given eicosanoid over its reference IS against the calibrator’s nominal concentration. UPLC-MS/MS analyses were conducted on an Agilent UPLC-MS/MS system consisting of 1290 UPLC-system coupled with an Agilent 6470 triple-quadrupole mass spectrometer (Agilent Technologies, USA). Peak determination and peak area integration was performed with MassHunter Workstation software (Agilent, Version B.08.00), while auto-integration was manually inspected and corrected if necessary. Appropriate internal standards corrected the obtained peak areas of targets (IS) and calculated response ratios were used throughout the analysis. All experiments were repeated more than twice.

### RNA-sequencing analysis

RNA-seq were sequenced by BGISEQ500 sequencing machine with 50-bp single-end reads. The RNA-seq reads were aligned to the reference genome (GRCm38) by STAR_2.6.0a. Transcript abundance was normalized and measured in Transcripts Per Kilobase Million (TPM). Differential gene expressions were analyzed by DESeq2. Genes with absolute fold changes >1 and FDR ≤ 0.05 were counted as differentially expressed genes. Samples distance were calculated by PCA and the Euclidean distance. GSEA was applied to show statistically significant similarities and differences between two given clusters by identifying a priori-defined gene set. Our model was ordered to obtain a rank-ordered gene list and the top 100 high and low expressed genes in the gene set GSE1195214 and GSE209445 as grp files. Followed by running GSEA, TCGA DLBCL patients split into 17 P deletion and no 17 P deletion, 17 P deletion VS no 17 P deletion Fold change to obtain a rank-ordered gene list, and the top 200 high and low expressed genes in sh*Alox8*. Followed by running GSEA.

All the transcriptome data in the TCGA database were transformed by log2(X + 1). Correlations between PTGS2 expression levels and the mean expression levels of 97 genes in 17p detected in TCGA-LAML and TCGA-DLBC were calculated by Pearson’s correlation coefficient and statistic powers were quantified followed by a two-sided hypothesis test and 0.95 confidence level.

### Quantitative PCR

RNA was isolated with Trizol, cDNA was synthesized with QuantStudio™ 3 Real-Time PCR System (Thermo Fisher Scientific). All experiments were repeated more than twice. A list of all primers used for PCR analysis is given in Supplementary Table 1.

### In vitro drug response assays

Lymphoma cell lines generated from sh*Trp53*-sh*Ren*, sh*Trp53*-sh*Alox8.1252*, sh*Trp53*-sh*Alox8.2865* tumor-bearing mice were cultured in BCM medium (45% DMEM, 45% IMDM, 10% FBS, 2 mM glutamine, 50 μM β- mercaptoethanol, 1× penicillin/streptomycin) in 96-well plates. Cells were treated with the indicated concentrations of celecoxib (Selleck; S1261) for 2 days. The celecoxib dissolved in DMSO. The number of living cells was determined by BD Accuri C6. All experiments were repeated more than twice.

### Statistical analysis

Statistical analysis was performed by GraphPad Prism9 (RRID: SCR_002798). Kaplan–Meier tumor-free survival were analyzed by log-rank test. Other statistical significance was examined by unpaired two-tailed *t*-test.

## Supplementary information

Supplemental figure 1

Supplemental figure 2

Supplemental figure 3

Supplementary figure legends

Supplemental tables

## Data Availability

All data generated or analyzed during this study are included.

# Supplementary material for: COX-2/PGE2 upregulation contributes to the chromosome 17p-deleted lymphoma
**Source:** Oncogenesis. 2023 Feb 7;12(1):5. doi: 10.1038/s41389-023-00451-9
**Supplement:** Supplementary file 4 — Supplementary figure legends

**Supplementary Figure 1.** **Generate *Alox15b* loss-of-function mutated Ba/F3 cells by CRISPR/Cas9.** (A) AA levels in sh*Alox15b* vs sh*Ren* Ba/F3 cell culture medium, measured by ELISA, respectively. Error bar represents. “Mean with SEM”, **p<0.01 (unpaired two-tailed *t-*test). (B) AA levels in sg*Alox15b* vs sg*Scr* Ba/F3 cell culture medium, measured by ELISA, respectively. “Mean with SEM”, *p<0.05 (unpaired two-tailed *t-*test). (C) T7 endonuclease I assay performed after on genomic DNA from Ba/F3 cells infected with sg*Alox15b* and Cas9. Arrowheads show cleaved fragments. UT, untreated cells (negative control). (D) Sequence alignment of the wildtype allele and mutant alleles from each Ba/F3 cell line with sg*Alox15b*, detected by Sanger sequencing.

**Supplementary Figure 2.** **RNA-sequence analysis of pre-B cells infected by sh*Alox15b* or sh*Ren*.** (A) PCA analysis of the transcriptome of sh*Ren* and sh*Alox15b* pre-B cells. (B) GO enrichment analysis of gene expressions in sh*Alox15b* pre-B cells, compared to that in sh*Ren* control cells.

**Supplementary Figure 3.** **Pathology of sh*Alox15b*_sh*Ptgs2* or sh*Alox15b*_sh*Ren* lymphomas.** (A) Hematoxylin and eosin stains of LN, SP, liver and BM of moribund, lymphoma-bearing recipient mice transplanted with sh*Alox15b*_sh*Ptgs2* or sh*Alox15b*_sh*Ren* and *Myc* infected pre-B cells. Bar, 50μm. LN, lymph node; SP, spleen; BM, bone marrow. (B) Immunophenotypes of B220+IgM- lymphoma cells harvested from enlarged lymph nodes of above recipient mice (A).

# Supplementary material for: COX-2/PGE2 upregulation contributes to the chromosome 17p-deleted lymphoma
**Source:** Oncogenesis. 2023 Feb 7;12(1):5. doi: 10.1038/s41389-023-00451-9
**Supplement:** Supplementary file 5 — Supplemental tables

Supplementary Table 1. abbreviations of AA-derived eicosanoids

| **Abbreviation** | **Full Name** |
| --- | --- |
| (±)10-HDoHE | 10-hydroxy docosahexaenoic acid |
| 11,12-EET | 11,12-epoxy-eicosatrienoic acid |
| 11-HETE | 11-hydroxy-eicosatetraenoic acid |
| 12,13-EpOME | 12,13-epoxyoctadecenoic acid |
| 12-HEPE | 12-Hydroxy-eicosapentaenoic acid |
| 12-HETE | 12-hydroxy-eicosatetraenoic acid |
| (±)13-HDoHE | 13-hydroxy docosahexaenoic acid |
| 13-HODE | 13-hydroxyoctadecadienoic acid |
| 15d-12,14-PGD2 | 15­deoxy­Δ12,14­Prostaglandin D2 |
| 15-HEPE | 15-Hydroxy-eicosapentaenoic acid |
| 15-HETE | 15-hydroxy-eicosatetraenoic acid |
| 15(S)-HpETE | 15S­hydroperoxy­5Z,8Z,11Z,13E­eicosatetraenoic acid |
| 19,20-EDP | 19,20-epoxy docosapentaenoic acid |
| (±)20-HDoHE | 20-hydroxy docosahexaenoic acid |
| (±)4-HDoHE | 4-hydroxy docosahexaenoic acid |
| 5-HETE | 5-hydroxy-eicosatetraenoic acid |
| (±)8-HDoHE | 8-hydroxy docosahexaenoic acid |
| 8-HETE | 8-hydroxy-eicosatetraenoic acid |
| 9,10-EpOME | 9,10-epoxyoctadecenoic acid |
| 9-HODE | 9-hydroxyoctadecadienoic acid |
| AA | Arachidonic Acid |
| DHA | Docosahexaenoic Acid |
| DPA | Docosapentaenoic Acid |
| EPA | Eicosapentaenoic Acid |
| PGA2 | Prostaglandin A2 |
| PGD2 | Prostaglandin D2 |
| PGE2 | Prostaglandin E2 |
| PGF2α | Prostaglandin F2alpha |
| TXB2 | Thromboxane B2 |

Supplementary Table 2. Sequences of qRT-PCR primers.

| Primer name | Primer sequence |
| --- | --- |
| Cox1-F | GGTAGTTGTCGAGGCCAAAG |
| Cox1-R | GTCCTGCTCGCAGATCCT |
| Cox2-F | GGCGCAGTTTATGTTGTCTGT |
| Cox2-R | CAAGACAGATCATAAGCGAGGA |
| Hprt-F | TGACTGATCATTACAGTAGCTCTTC |
| Hprt-R | CATTGTGGCCCTCTGTGT |

Supplementary Table 3. 97nt sequences of shRNAs.

| Name | Sequence |
| --- | --- |
| shCox2.562 | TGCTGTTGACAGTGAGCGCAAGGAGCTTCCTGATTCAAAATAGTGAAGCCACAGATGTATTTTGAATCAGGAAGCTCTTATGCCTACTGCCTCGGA |
| shCox2.3383 | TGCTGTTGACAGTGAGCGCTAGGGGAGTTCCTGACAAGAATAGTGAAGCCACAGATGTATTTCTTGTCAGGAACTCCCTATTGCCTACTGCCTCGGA |

How the deposited data were processed for this re-analysis (not part of the article)

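RNA-seq of mouse pre-B cells was re-analysed from the processed table the authors deposited. The cells carried an shRNA against Alox8 (3 libraries, labelled with the older symbol Alox15b, replicates 1, 2 and 4), against Alox12b (3 libraries, a group the paper does not report) or against Renilla luciferase as control (4 shRen libraries), and were sorted 48 h after infection. The labels give no batch, culture or animal. The labels do not say that library numbers pair the groups, and no pairing was used. Deviations of libraries from their group means correlated by −0.089 to 0.098 for libraries with the same number and by −0.206 to 0.158 for others.

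The authors aligned the reads to GRCm38 with STAR 2.6.0 and deposited 1 table of 51912 genes. Its columns hold the authors' TPM per library, a mean signal per gene over the libraries (the mean of the authors' normalized counts), and, for the comparisons of each knockdown with shRen, the authors' log2 fold changes, p-values and adjusted p-values. The deposited TPM sum to 1000000 over all 10 libraries rather than in each, and were rescaled here to 1000000 per library. From the TPM, the gene lengths and the authors' mean signal, whole reads per gene were recovered (100% of values within 0.05 of a whole read). They give 24608139 to 27538659 reads in genes per library. Of the genes, 34935 had a read in some library, and 24834 were named by the table and 26868 by the reference alone. The symbol COX2 in the table is the mitochondrial gene and not Ptgs2.

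Differences were fitted with limma 3.58.1 (R 4.3.3) on log2(TPM + 1), with a mean-variance trend and robust variances, over genes with at least 1 TPM in at least 3 of the compared libraries. Benjamini-Hochberg adjustment was over all genes tested in a comparison and, where stated, over a list alone, with a threshold of 0.05. The comparisons were shAlox8 against shRen, shAlox12b against shRen and shAlox8 against shAlox12b. The fit was tested on simulated data of each design, with 100 changed genes of each size. It recovered 84%, 85% and 70% of 1.5-fold and 96%, 99% and 86% of 2-fold changes. Of its calls 5.8%, 4.2% and 3.1% were false. Changes were planted, on the log2(TPM + 1) scale, only in genes above 3 on it, so recovery at lower TPM was not simulated.

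The 29 gene lists were written from general knowledge before the data were examined: immune, apoptosis, p53, differentiation, cyclooxygenase and growth pathways, and markers of 7 other cell types. They were tested with camera (correlation preset to 0.01, and again estimated), with fry, and with fgsea 1.28.0 (10000 permutations), each adjusted over the lists by Benjamini-Hochberg. Genes below the filter, summed markers and distances between libraries were compared by exact permutation tests (two-sided, except the one-sided test of distances). With 3 against 4 libraries the smallest p is 0.029, and with 3 against 3 it is 0.1. Clustering and principal components used the genes tested, on log2(TPM + 1).

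Genes named in the text were drawn from those that the paper names. Others were drawn from the 8 largest rises and falls in each comparison with shRen. Those had to pass the threshold, with groups that do not overlap, and have an established symbol. Up to 4 members per list with the largest change past the threshold were eligible as well. Not every gene so chosen is named. Mitochondrial mRNAs, brain genes, some markers of macrophages and dendritic cells and the genes behind a count of 5 or fewer in a list were named after their values were seen.

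Alternatives tried were a pseudocount of 0.1 or 0.5, no filter or a filter of 5 TPM, median-of-ratios size factors, quantile normalization, the deposited scale, all 10 libraries in 1 fit, the replicate number as a block, each library left out, limma-voom on the recovered reads, a GC correction, protein-coding genes alone, the near-identical Bcl2a1 copies counted once, stricter thresholds, and the p-values the authors deposited. Other splits of the libraries were fitted in the same way. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the figures. Raw reads, the GO, KEGG, hallmark and PGE2 gene sets and the human lymphoma data were not used, so enrichment in those sets was not computed.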

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

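The test of the scaling of each library and both tests of brain genes were chosen after the result was seen.

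The shAlox12b libraries differed from shRen in 5461 genes, 1795 higher and 3666 lower (2659 and 2476 with median-of-ratios size factors, limma, Benjamini-Hochberg adjusted p at most 0.05), in libraries the paper does not report. Alox12b itself had 0 or 1 read in each library, so its knockdown could not be measured, and the libraries carry 1 shRNA. Any other of the 35 splits of the 7 libraries gave at most 3 genes (1 split as large, the real one). A chance split of these libraries is thus unlikely to give this count, though 35 splits can give no share below 0.029. The splits cannot tell an effect of the shRNA from one of culture or day, which the labels do not give. Of the 29 gene lists 7 differed from other genes, but another split gave as many as 10 and 8 splits gave at least as many, so chance cannot be excluded for the number of lists. None of the 7 lists passed with an estimated correlation (adjusted p = 0.996).

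Between shAlox8 and shAlox12b 368 genes differed, 347 lower and 21 higher in shAlox8 (31 higher and 163 lower with size factors), and 21 lists, of which 2 passed with an estimated correlation. No other of the 10 splits gave more than 0 genes or 11 lists, and with 3 libraries in each group the splits are too few for a share under 0.05. Leaving out shAlox12b replicate 1, 2 or 3 gave 0 genes each (3403 genes had an unadjusted p under 0.05 with all libraries), and leaving out shAlox8 replicate 2 or 4 gave 56 or 52.

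Immunoglobulin V genes, which the paper does not discuss, were lower in shAlox8: 150 of 184 tested, and 0 higher (133 and 0 with size factors), with a median of −0.69 relative to all genes. They differ between clones of B cells and their reads are shared among similar segments.

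In the 4 shRen libraries, 14 of 145 genes and sums tested had 1 library far from the other 3 (beyond the 95% critical value of Dixon's test), where chance alone gives about 1 in 20, or 7.2. The library shRen replicate 1 was low for Ccl5 (2.82 TPM), Ccr7 (14.7 TPM), Btg1 (29.3 TPM), Iglc2 (8.79 TPM), Rgs2 (9.48 TPM), Cybb (26.4 TPM), E2f8 (24.6 TPM) and S100a9 (1.68 TPM). The library shRen replicate 3 was high for Trp53 (48.9 TPM) and low for mt-Ta (89.8 TPM), and shRen replicate 4 was low for Acvr2a (2.04 TPM) and Eif4e (35.8 TPM) and high for Id3 (27.2 TPM) and for the summed dendritic cell markers (497 TPM).

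More genes were lower than higher in shAlox8 than in shRen pre-B cells, 76.9% of the 7059 calls. With median-of-ratios size factors 47.8% were lower, but these factors centre the median of all genes, so that value cannot separate a technical from a biological shift. The 100 most abundant genes held 335553 ± 9645 of 1000000 TPM in shAlox8 (mean ± SD, n = 3) and 286818 ± 3909 in shRen (n = 4), and without them the median of the other genes moved from −0.126 to −0.043, with 2530 genes higher and 3440 lower (57.6%). A larger share of TPM in these abundant genes, 75 of them pseudogenes, is a candidate explanation for part of the shift, and a change in total RNA per cell on knockdown stays open and untested. Other splits of the libraries gave at most 5 genes (1 split of 35 as large, the real one). A chance split of these libraries is thus unlikely to give the number of changed genes, though 35 splits can give no share below 0.029. An effect of the shRNA cannot be told by the splits from one of culture or day, which the labels do not give.

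Genes of NF-κB and TNF signaling, the interferon response and 6 of 13 chemokine and receptor genes were lower in shAlox8. GC content as the whole cause is argued against for the first 2 lists, since after a GC correction their medians were −0.23 (camera adjusted p = 0.000816) and −0.39 (adjusted p = 3.14e-16) relative to all genes, though neither list passes with an estimated correlation without the GC correction (0.523 each), and the chemokine list passed neither before nor after (0.137). Fewer macrophages among the sorted cells cannot be told apart from a change in pre-B cells. The 17 measured macrophage markers had a median of −0.17 (SE 0.143), with 7 lower and 1 higher. In shRen and shAlox8, Marco (4.54 and 1.94 TPM), Cd14 (4.7 and 2.13 TPM) and Cybb (29.9 ± 2.37 and 17.3 ± 1.13 TPM) were lower, and C1qb (1.00 and 2.25 TPM) higher. Cd14 is also in the LPS list. The authors' deposited comparison had Marco, Cd14 and Cybb lower too. In it Fcer1g (log2 fold change 0.54, their adjusted p = 0.024) and Msr1 (0.6, their adjusted p = 0.033) were higher. The summed TPM of all 30 macrophage markers was 240 ± 32.6 in shRen (199 to 278) and 178 ± 15.8 in shAlox8 (160 to 190, exact permutation test, two-sided p = 0.057). The paper's Methods name B220, a marker whose selection would remove most macrophages, for cells of the lymphoma experiments. They do not say whether the sequenced cells were selected by it. Both fewer macrophages and an effect of Alox8 knockdown in pre-B cells thus stay open. Of the 29 lists 12 passed, but another split gave 16 and 3 of 35 splits gave at least as many, so chance cannot be excluded for the number of lists.

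In shAlox8 replicate 4, genes of brain tissue had more reads than in the other 9 libraries: 19 of 40 genes of a brain list, written after some were seen, had over 3 times the reads of every other library, such as Ndrg4 (55 reads), Slc1a2 (54), Snap25 (51) and Sparcl1 (43). For any other library or any of 4 other tissue lists at most 1 gene did, and 86 genes had at least 3 reads in that library and 0 elsewhere (2 to 7 in each other library). The summed reads of the list (ratio 0.94 to the highest other library) decide nothing, since Cplx2 and Mbp held 95.9% of them in the other libraries. A trace of RNA or reads from brain tissue in this library is a candidate explanation, and the design gives no biological one to test. The 19 genes held 439 reads of the 24615372 or more in each shAlox8 library, and leaving this library out gave 5777 changed genes against shRen.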

How the results depend on the processing

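The limma-voom fit, the GC correction, the deposited scale, protein-coding genes alone, the Bcl2a1 copies counted once and the authors' p-values were tried after the data were seen. The other settings were set before the data were examined. The cause of each change below was not tested, except where fewer genes, fewer libraries or a stricter threshold make it by construction.

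Among the settings set beforehand, 1328 values of single genes and 427 of single lists kept their direction and their side of the threshold, 95 and 67 no longer passed, and 5 and 4 passed newly. Among those tried afterwards 605 and 175 kept both, and 18 and 7 no longer passed. With a library left out, 997 and 255 kept both, and 127 and 18 no longer passed. Some genes named for a short count did not pass without 1 library or more: Il2rg, Acvr2a, Tnfrsf13b, Eif4e, Atf4, E2f8, C1qb, Alox5ap, Pfkl, Vegfa, Prg3 and Ptges2 in shAlox8, and Ctsg, Mpo, Mmp8, Elane, Msr1, Gpnmb, Ddx58 and Parp14 in shAlox12b. Pseudocounts of 0.1 and 0.5, and a fit with neither trend nor robust variances, kept the counts of changed genes in the 3 comparisons within 1.5-fold at an adjusted p of 0.05. The libraries of shAlox8 and shRen stayed apart under 7 other settings (excess distance 13.0 to 22.1, exact permutation test, one-sided p = 0.029 in each). Leaving out each library gave an excess of 20.5 to 23.6, but the splits that remain are too few for a p under 0.05.

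Counts of genes changed in shAlox8 against shRen stayed within 1.5-fold of 7059 except under stricter thresholds, while the share of higher genes did not. Median-of-ratios size factors gave 3108 higher and 2845 lower, quantile normalization 3284 and 2623, limma-voom 3464 and 3305, the GC correction 3384 and 2842, and the authors' p-values over the same genes 3522 and 3061. Among protein-coding genes alone 1019 were higher, by construction. An adjusted p of at most 0.01 gave 3789 genes (874 higher, 2915 lower), and a log2 change above 1 gave 288 (79 and 209), a count that depends on the scale: 137 higher and 399 lower with a pseudocount of 0.1, 100 and 290 with 0.5, 123 and 104 with size factors, 127 and 98 with quantile normalization, 126 and 104 with the GC correction and 222 and 249 with limma-voom. In shAlox12b against shRen, limma-voom gave 3081 higher genes and the authors' p-values 2228 lower. The stricter p gave 2807 (957 higher, 1850 lower) and a log2 change above 1 gave 83 (46 and 37, but 87 and 63 with a pseudocount of 0.1 and 142 and 55 with limma-voom). Of the 46 and 37 genes, 5 and 1 were protein coding.

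The number of genes that differ between shAlox8 and shAlox12b depends on the processing. Without a filter it was 3 (0 higher, 3 lower), with size factors 194 (163 lower), with quantile normalization 130 (105 lower) and with the GC correction 172 (32 higher, 140 lower). It was 1004 with limma-voom (423 higher, 581 lower), 1138 among protein-coding genes (91 and 1047) and 1070 with all 10 libraries in 1 fit (116 and 954). The stricter p gave 0 (0 higher, 0 lower, 3403 genes had an unadjusted p under 0.05), and a log2 change above 1 gave 13 (1 and 12, but 2 and 34 with a pseudocount of 0.1). Leaving out each library gave 0 to 346 genes (0 to 19 higher, 0 to 327 lower): 0 without shAlox12b replicate 1, 2 or 3, 56 without shAlox8 replicate 2, 52 without shAlox8 replicate 4 and 346 without shAlox8 replicate 1.

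With a correlation estimated by camera, 0 lists passed in shAlox8 against shRen (adjusted p = 0.523 for pro-apoptotic genes, interleukin-1, LPS, lymphocyte differentiation, NF-κB and p53 targets, and 0.604 for B cell differentiation), 0 in shAlox12b against shRen and 2 between the knockdowns. By fry 25 lists passed in shAlox8 against shRen, among them chemokines (0.0493) and cytokines and receptors (0.000684), but fry does not compare a list with other genes. The cytokine list passed by fgsea (0.0410) and without a filter (0.000183) too. The interleukin-1 list did not pass at 5 TPM (0.0685), with quantile normalization (0.0720) or among protein-coding genes (0.0643), and leaving out each library gave 0.0135 to 0.0951, past 0.05 without shAlox8 replicate 1 (0.0515), shAlox8 replicate 4 (0.0951) or shRen replicate 3 (0.0613). The p53 list did not pass with quantile normalization (0.0632), the GC correction (0.0504) or among protein-coding genes (0.0781). At 5 TPM 0 lists passed in shAlox12b against shRen.

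The labels do not say that the replicate numbers pair the libraries. With a block for them, 1087 genes were higher in shAlox8 than in shRen, 0 differed between shAlox8 and shAlox12b (0 higher, 0 lower), the interleukin-1 (0.0760) and p53 (0.0594) lists did not pass, and Map2k4 in shAlox12b changed sign (log2 fold change −0.004, not past the threshold).

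Some genes took the other sign under another setting, none of them past the threshold there. In shAlox8 the log2 fold changes of Trp53 and Myc were 0.099 and 0.102 with size factors, 0.073 and 0.062 with quantile normalization, 0.004 and 0.005 on the deposited scale, 0.101 and 0.103 with limma-voom, and 0.106 and 0.107 after the GC correction. Leaving out each library gave −0.068 to 0.019 for Trp53, −0.069 to 0.003 for Myc and −0.014 to 0.048 for Map2k4 in shAlox8, and −0.012 to 0.039 for Map2k4 and −0.018 to 0.071 for Ighm in shAlox12b. Quantile normalization gave Ighm −0.010 in shAlox12b, and in shAlox8 the mitochondrial mRNAs COX3 and ATP6, which had passed as higher (0.439 and 0.451), −0.065 and −0.009, no longer past it.

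The correlation of the knockdowns' changes across genes fell from 0.82 to 0.689 when each knockdown was compared with its own pair of shRen libraries. Of the 400 top genes of shAlox8, 302 were shared with a filter of 5 TPM and 111 when ranked by moderated t. Other count-based fits and enrichment of annotation terms were not run. Alox8, Alox12b and Ptgs2 had few reads at this depth and were below the filter, and values of limma without the filter are not given for them.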

Differences from the paper's values

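The values below are for gene lists written from general knowledge, which are not the gene sets the paper used, and fgsea on limma's statistics was used. The SD over leaving out each library understates the error of a score, since those fits share most of their libraries. A value outside this SD is therefore not by itself a difference from the paper. Of 16 alternatives set before the data were examined, those within this SD of the paper's value are named, and the others lie outside it.

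For p53 targets the normalized enrichment score (NES) was −1.606 (SD 0.058 over leaving out each library), and the paper's is −1.546. The value came within the SD with a pseudocount of 0.5 (−1.603), a filter of 5 TPM (−1.58), quantile normalization (−1.494), and without shAlox8 replicate 1 (−1.586), shAlox8 replicate 2 (−1.491) or shRen replicate 4 (−1.552).

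For pro-apoptotic genes the NES was −1.67 (SD 0.089), and the paper's for apoptosis genes is −1.560. It came within the SD with a filter of 5 TPM (−1.591), quantile normalization (−1.599), the replicate number as a block (−1.607), and without shAlox8 replicate 4 (−1.54) or shRen replicate 4 (−1.598).

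For B cell differentiation the NES was −1.94 (SD 0.082), and the paper's is about −1.8 in Fig. 2E, read by eye. It came within the SD with a filter of 5 TPM (−1.848) and without shAlox8 replicate 1 (−1.796), 2 (−1.869) or 4 (−1.795) or shRen replicate 3 (−1.87) or 4 (−1.878).

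For lymphocyte differentiation the NES was −1.864 (SD 0.08), and the paper's is about −0.51 in Fig. 2E, read by eye. None of the 16 alternatives came within the SD (−1.66 to −1.971).

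The paper states that genes of cytokine-cytokine receptor interaction and of chemokine signaling were significantly downregulated. The list of cytokines and receptors was lower without passing the threshold (camera adjusted p = 0.0962), and passed without a filter (0.000183), by fry (0.000684) and by fgsea (0.0410). The list of chemokines and receptors did not pass (0.403) and passed by fry (0.0493). Within them Ltb (log2 fold change −1.06), Ccl5 (−1.09), Ccl22 (−1.34) and Ccr7 (−0.68) were lower, while Lta, Il2rg, Acvr2a and Tnfrsf13b were higher. Of 48 cytokine and receptor genes 26 were lower and 4 higher, and of 13 chemokine and receptor genes 6 and 0. Over all 15579 genes tested, 5427 were lower and 1632 higher. Single members therefore do not decide the statement about the pathways. The interleukin-1, LPS and apoptosis lists passed by camera with the preset correlation but not with an estimated one (0.523 each), and the interleukin-1 list also failed without shAlox8 replicate 1 (0.0515), shAlox8 replicate 4 (0.0951) or shRen replicate 3 (0.0613).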

Other observations

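No hypothesis beyond those above was tested, and the mitochondrial mRNAs were chosen after their values were seen.

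Interferon-induced genes made up the list with the smallest p-value in shAlox8 against shRen: 55 of 58 measured were lower and 0 higher (56 and 1 adjusted over the list alone, 50 and 1 with median-of-ratios size factors), with a median of −0.41 relative to all genes (camera adjusted p = 1.42e-11, adjusted p = 0.523 with an estimated correlation). Isg15, the gene of a ubiquitin-like protein induced by interferon, fell from 36.0 ± 5.03 TPM in shRen (mean ± SD, n = 4) to 16.0 ± 3.91 TPM in shAlox8 (n = 3, limma adjusted p = 0.00242), Ifi27l2a from 457 ± 67.5 to 223 ± 54.1 TPM (adjusted p = 0.00425), and Ifit3, which encodes an RNA-binding antiviral protein, from 13.7 ± 0.966 to 6.87 ± 0.458 TPM (adjusted p = 0.000323). Ifitm2, although of a family induced by interferon, rose. The summed macrophage markers were 178 ± 15.8 TPM in shAlox8 and 240 ± 32.6 TPM in shRen.

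Genes of nucleolus and ribosome biogenesis, many of them MYC targets, gave 15 higher and 10 lower of 52 (15 and 10 adjusted over the list alone, 29 and 2 with size factors), with a median of 0.16 (camera adjusted p = 0.000278, adjusted p = 0.523 with an estimated correlation). Npm1, the gene of nucleophosmin, rose from 673 ± 30.2 to 1093 ± 121 TPM (adjusted p = 0.000868), Nolc1 from 129 ± 4.28 to 209 ± 21.1 TPM (adjusted p = 0.000643) and Ncl, the gene of nucleolin, from 244 ± 9.73 to 339 ± 39.7 TPM (adjusted p = 0.00392). Npm3 fell from 71.0 ± 2.11 to 45.8 ± 5.33 TPM (adjusted p = 0.00117). Myc measured 100.3 ± 5.11 TPM in shAlox8 and 103 ± 4.35 TPM in shRen (log2 fold change −0.04, adjusted p = 0.605), and its sign changed with size factors (0.10). The shRNA construct in the paper's Methods carries Myc, so these reads may come from the vector as well as from the cells' own gene.

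Of 53 genes of the PI3K, mTOR and FOXO pathway, 34 were lower and 2, Rps6 and Eif4e, higher (36 and 2 adjusted over the list alone, 18 and 3 with size factors), with a median of −0.09 (camera adjusted p = 0.00261, adjusted p = 0.523 with an estimated correlation). Sell, the gene of L-selectin and a FOXO1 target, fell from 21.7 ± 2.23 to 11.0 ± 0.456 TPM (adjusted p = 0.000439), and Klf2, which encodes a quiescence factor of lymphocytes, from 55.0 ± 6.67 to 32.1 ± 4.45 TPM (adjusted p = 0.00305). The list holds FOXO targets such as Sell beside genes of PI3K and mTOR signaling. Its fall therefore gives no direction for the activity of PI3K and mTOR. The paper states, from data not shown, that this pathway was activated by Alox8 loss. The remaining lists did not pass camera in shAlox8 against shRen. Lipid synthesis gave 7 higher and 6 lower of 33 (7 and 6 adjusted over the list alone, 13 and 1 with size factors, adjusted p = 0.0565), and the 4 measured genes of the deleted 17p region named by the paper 1 higher, Eif5a, and 0 lower (2 and 0 with size factors, adjusted p = 0.0573). Cell cycle genes gave 3 higher (Mki67, Ccne1 and E2f8) and 21 lower of 56 (12 and 6 with size factors, adjusted p = 0.638), the unfolded protein response 4 (Slc7a11, Slc7a5, Calr and Atf4) and 6 of 34 (12 and 4, adjusted p = 0.326) and glycolysis and hypoxia 1 (Gapdh) and 5 (Higd1a, Pfkl, Pgam1, Pfkfb3 and Vegfa) of 28 (2 and 1, adjusted p = 0.962). Macrophage markers gave 1 higher (C1qb) and 7 lower of 17 (1 and 5 with size factors, adjusted p = 0.446), dendritic 0 and 3 (Bst2, Ly6d and Irf8) of 4 (0 and 2, 0.273), T and NK cell 0 and 2 (Lck and Trbc2) of 3 (0 and 2, 0.465), mast cell, basophil and eosinophil 0 and 2 (Kit and Prg3) of 3 (0 and 0, 0.326), stroma and endothelium 0 and 2 (Eng and Pecam1) of 4 (0 and 1, 0.465), neutrophil 0 and 0 of 5 (0 and 0, 0.973) and erythroid and megakaryocyte 0 and 0 of 3 (1 and 0, 0.853). With size factors Irf8, Kit, Prg3 and Pecam1 did not pass.

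Mitochondrial genes held 4.52 ± 0.25% of reads in shAlox8 (mean ± SD, n = 3), 3.51 ± 0.21% in shRen (n = 4, exact permutation test, two-sided p = 0.029) and 3.85 ± 0.19% in shAlox12b (n = 3, p = 0.086). Of 13 mitochondrial mRNAs, 8 were higher and 1 lower in shAlox8 (10 and 0 with size factors), among them CYTB (6713 ± 392 and 4342 ± 288 TPM, limma adjusted p = 0.000712). Mitochondrial tRNA genes went the other way, with 2 higher and 9 lower of 21 (2 and 7 with size factors, median log2 fold change −0.79), as did 1 of 2 rRNA genes, which was lower. The source of this share was not tested. With quantile normalization COX3 (−0.065) and ATP6 (−0.009) took the other sign.

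In shAlox12b pre-B cells, several of the largest rises were the same genes as in shAlox8: Tmsb10 (505 ± 41.6 TPM against 192 ± 15.0 TPM in shRen, adjusted p = 0.000237), Ifitm2 (98.2 ± 12.0 TPM, adjusted p = 0.000419) and Atpif1 (56.5 ± 1.14 TPM, adjusted p = 0.000317). S100a9, a neutrophil gene, was among the largest too (9.86 ± 1.92 against 3.65 ± 1.32 TPM, adjusted p = 0.0109, 1 shRen library apart at 1.68 TPM), and others were small RNAs and Rpl23a. C1qb, a macrophage gene, rose less (2.66 ± 0.181 against 0.996 ± 0.032 TPM, adjusted p = 0.000292). Neutrophil markers gave 5 higher (S100a9, Ctsg, Mpo, Mmp8 and Elane) and 0 lower of 6 (5 and 0 adjusted over the list alone, 5 and 0 with size factors, camera adjusted p = 0.0137), macrophage markers 4 (C1qb, Fcer1g, Msr1 and Gpnmb) and 0 of 18 (3 and 0, 6 and 0 with size factors, 0.0137), ribosome biogenesis 18 and 13 of 52 (21 and 16, 27 and 4 with size factors, 0.0216) and the 17p genes 2 (Eif5a and Trp53) and 0 of 4 (2 and 0, 3 and 0 with size factors, 0.0296). The interferon response gave 3 higher (Ly6e, Ddx58 and Parp14) and 29 lower of 58 (3 and 29, 4 and 23 with size factors, 0.0137), anti-apoptotic genes 0 and 10 of 21 (0 and 13, 1 and 7 with size factors, 0.0216) and the PI3K, mTOR and FOXO pathway 1 (Rps6) and 20 of 53 (2 and 24, 4 and 12 with size factors, 0.0247). The adjusted p was 0.996 for each with an estimated correlation. Without shAlox12b replicate 1 the last (0.0580) and the 17p genes (0.0580) did not pass, nor did the 17p genes without shRen replicate 1 (0.0532) or 4 (0.0582). Ighm did not change detectably (log2 fold change 0.03, SE 0.07, adjusted p = 0.729), with the sign reversed by quantile normalization (−0.010), and Igkc, the kappa light chain gene, rose from 650 ± 74.0 to 920 ± 82.6 TPM (adjusted p = 0.00884).

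Both knockdowns were compared with the same shRen libraries, which by itself gives shared changes. Across 15483 genes, which are not independent replicates, their log2 fold changes correlated with r = 0.82 and a covariance of 0.0748. Simulation of shared controls without any change gave r = 0.43 on average (at most 0.49) and a covariance of 0.0075. With the shRen libraries split so that each knockdown had its own pair, r was 0.65 to 0.73 and the mean covariance 0.0678. Both knockdowns were higher in 1183 genes and lower in 3029 (186 and 1285 if independent), and opposite in 14. With split controls 556 to 618 were higher and 1159 to 1400 lower (at most 89 and 521 if independent), and at most 23 opposite. The labels give no culture or day for any group.

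Directly compared, shAlox8 was lower than shAlox12b in 347 genes. Among them were Ccl5 (1.89 ± 0.487 against 6.24 ± 0.801 TPM, limma adjusted p = 0.0187), Hmox1, the gene of heme oxygenase (1.64 ± 0.272 against 4.65 ± 0.414 TPM, adjusted p = 0.0173), Ifit3 (6.87 ± 0.458 against 14.1 ± 0.803 TPM, adjusted p = 0.0173), the lambda light chain gene Iglc2 (6.50 ± 0.878 against 14.3 ± 1.06 TPM, adjusted p = 0.0173) and Ighm (1442 ± 69.0 against 1893 ± 56.1 TPM, adjusted p = 0.0275, but 0.0553 with size factors). Interferon genes gave 21 lower and 0 higher of 58 (54 and 0 adjusted over the list alone, 12 and 0 with size factors, camera adjusted p = 9.69e-22, adjusted p = 0.0944 with an estimated correlation) and immature and mature B cell genes 13 and 0 of 35 (30 and 0, 10 and 0 with size factors, 1.23e-16, 0.0894). With an estimated correlation NF-κB and TNF signaling and lymphocyte differentiation passed (0.0444 each). These genes were not past the threshold without shAlox12b replicate 1, 2 or 3, when 0 genes passed. Log2 fold changes between the knockdowns fell with GC content across 9612 protein-coding genes (Spearman −0.49). In the comparisons of shAlox8 and shAlox12b with shRen this correlation was −0.16 and 0.14. After a GC correction 140 genes were lower in shAlox8, and 150 of 366 calls were kept in the same direction. With size factors 163 genes were lower. Markers of myeloid cells were lower as well: macrophage 9 and 0 of 18 (15 and 0 adjusted over the list alone, 3 and 0 with size factors, median −0.42 relative to all genes against −0.30 for interferon genes, 2.24e-09, 0.0894) and neutrophil 4 and 0 of 6 (6 and 0, 2 and 0 with size factors, median −0.78, 2.18e-05, 0.0948). The summed macrophage markers were 262 ± 3.09 TPM in shAlox12b and 178 ± 15.8 TPM in shAlox8, the smallest p of 3 against 3 libraries being 0.1. Whether fewer myeloid cells in the shAlox8 libraries account for the lower genes was not tested.

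The paper chose the 200 top genes in each direction for its comparison with human lymphoma, which was not repeated. Ranked here by log2 fold change, 188 of the 200 higher and 186 of the 200 lower genes passed the threshold. Of the higher genes 140 were pseudogenes and 21 protein coding, and of the lower 80 were pseudogenes, 53 immunoglobulin V genes and 19 protein coding. Of the lists, NF-κB and TNF signaling passed among the lower genes as written (5 genes, Fisher's exact test, adjusted p = 0.028), but 3 of the 5 are near-identical copies of Bcl2a1 that share reads. With these counted as 1 gene, a test chosen after the values were seen, no list passed (3 genes, adjusted p = 0.704).

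Ptgs2 was below the filter here. In the authors' deposited table its log2 fold change was −1.74 in shAlox8 (adjusted p = 0.00936) and −1.43 in shAlox12b (adjusted p = 0.0361), from 4 to 21 reads per library. The paper reports its rise in lymphoma cells, by RT-qPCR, so these pre-B values do not bear on that measurement.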
